# Inhibitory Effect of a Human MicroRNA, miR-6133-5p, on the Fibrotic Activity of Hepatic Stellate Cells in Culture

**DOI:** 10.3390/ijms21197251

**Published:** 2020-10-01

**Authors:** Susumu Hamada-Tsutsumi, Masaya Onishi, Kentaro Matsuura, Masanori Isogawa, Keigo Kawashima, Yusuke Sato, Yasuhito Tanaka

**Keywords:** liver fibrosis, hepatic stellate cells, TGF-β, JNK signaling pathway

## Abstract

Background: We recently identified 39 human microRNAs, which effectively suppress hepatitis B virus (HBV) replication in hepatocytes. Chronic HBV infection often results in active, hepatitis-related liver fibrosis; hence, we assessed whether any of these microRNAs have anti-fibrotic potential and predicted that miR-6133-5p may target several fibrosis-related genes. Methods: The hepatic stellate cell line LX-2 was transfected with an miR-6133-5p mimic and subsequently treated with Transforming growth factor (TGF)-β. The mRNA and protein products of the *COL1A1* gene, encoding collagen, and the *ACTA2* gene, an activation marker of hepatic stellate cells, were quantified. Results: The expression of *COL1A1* and *ACTA2* was markedly reduced in LX-2 cells treated with miR-6133-5p. Interestingly, phosphorylation of c-Jun N-terminal kinase (JNK) was also significantly decreased by miR-6133-5p treatment. The expression of several predicted target genes of miR-6133-5p, including *TGFBR2* (which encodes Transforming Growth Factor Beta Receptor 2) and *FGFR1* (which encodes Fibroblast Growth Factor Receptor 1), was also reduced in miR-6133-5p-treated cells. The knockdown of *TGFBR2* by the corresponding small interfering RNA greatly suppressed the expression of *COL1A1* and *ACTA2*. Treatment with the JNK inhibitor, SP600125, also suppressed *COL1A1* and *ACTA2* expression, indicating that TGFBR2 and JNK mediate the anti-fibrotic effect of miR-6133-5p. The downregulation of *FGFR1* may result in a decrease of phosphorylated Akt, ERK (extracellular signal-regulated kinase), and JNK. Conclusion: miR-6133-5p has a strong anti-fibrotic effect, mediated by inactivation of TGFBR2, Akt, and JNK.

## 1. Introduction

The progression of liver fibrosis often leads to fatal outcomes, such as the development of cirrhosis and hepatocellular carcinoma. Infections with viruses such as the hepatitis B virus (HBV) and hepatitis C virus are the major causes of liver fibrosis and contributed to around 50% of cirrhosis and hepatocellular carcinoma cases in 2017 [1]. Approximately 250 million people worldwide were infected with hepatitis viruses, resulting in nearly 1.4 million deaths in 2016, which is more than those caused by human immunodeficiency virus infection or tuberculosis [2]. Therefore, the development of novel treatment options to prevent the progression of liver fibrosis is important for reducing risks to health.

Hepatic stellate cells (HSCs) are major producers of extracellular matrix proteins, such as collagen fibers, during the development of fibrosis. HSCs are activated by fibrogenic cytokines, such as Transforming growth factor (TGF)-β, angiotensin II, and leptin, induced by liver injury [3]. Once activated, HSCs proliferate and differentiate into myofibroblasts and start to produce α-smooth muscle actin (α-SMA). Although extensive efforts have revealed that various signaling molecules such as Akt and c-Jun N-terminal kinase (JNK) control the activation and fibrogenesis of HSCs [4,5,6,7,8], the molecular processes involved in HSC activation are not entirely understood [9].

MicroRNAs (miRNAs) are small non-coding RNAs, 21–25 nucleotides in length, encoded in the human genome. Each miRNA targets hundreds of mRNAs and downregulates them post-transcriptionally by base pairing with their 3′-untranslated regions (3′-UTRs) [10,11]. Extensive studies have revealed that miRNAs regulate various biological and cellular processes, including proliferation, differentiation, cell behavior, and cancer development [12,13,14,15,16,17]. The involvement of miRNAs in fibrosis of the liver and other organs also has been reported [18,19,20,21,22].

Recently, by screening a human miRNA mimic library, we identified 39 miRNAs that effectively suppress HBV replication [23]. A significant portion of chronically HBV-infected patients suffer from progression of liver fibrosis toward cirrhosis [24]. Hence, we investigated whether any of these miRNAs have additional effects related to fibrosis and found that one of them, miR-6133-5p, potentially targets several fibrosis-related genes. Interestingly, miR-6133 greatly suppressed not only the *COL1A1* gene that encodes the α-chain of collagen type I (collagen Iα1), the major component of fibrous tissue in the liver, but also the *ACTA2* gene, which encodes α-SMA, indicating its anti-fibrotic potential. In the present study, we explored the molecular mechanisms by which miR-6133-5p suppresses the fibrotic activity of hepatic stellate cells.

## 2. Results

### 2.1. MiR-6133-5p Suppresses the Synthesis of α-Chain of Collagen Type I and α-Smooth Muscle Actin in LX-2 Cells

To explore the role of miR-6133-5p in HSC functions, we transfected an miR-6133-5p mimic or a negative control miRNA mimic (hereafter referred to as miControl) into a human HSC line, LX-2, 24 h before treatment with 5 ng/mL of recombinant human transforming growth factor β1 (rhTGF-β1), a strong inducer of fibrogenesis. RNA and protein were collected at each time point, as indicated in Figure 1A. As shown in Figure 1B, in the miControl-treated cells, rhTGF-β1 treatment dramatically increased the expression of *COL1A1* and *ACTA2*. Interestingly, the levels of *COL1A1* and *ACTA2* were significantly decreased in the miR-6133-5p-treated cells, irrespective of rhTGF-β1 treatment, indicating that miR-6133 has strong anti-fibrotic property. Western blot analyses showed that the amounts of collagen Iα1 and α-SMA were also decreased in the miR-6133-5p-transfected cells, with or without rhTGF-β1 treatment (Figure 1C). It was noted that the amount of α-SMA protein increased only 72 h after rhTGF-β1 treatment.

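LX-2, an established line of human hepatic stellate cells, was transfected with the miR-6133-5p mimic or with miControl at 20 nM, and 5 ng/mL of rhTGF-β1 was added after 24 h. RNA collected after a further 24 h was made into 2 libraries per group, called replicates 1 and 2, and sequenced as read pairs of 150 bases per mate. The authors aligned the reads to GRCh37 (hg19) and deposited the number of reads on each Ensembl gene for each library, as whole numbers without normalization. The paper names GeneData Profiler and STAR for mapping and annotation and gives no strand setting. Counts on genes summed to 51862006 and 57903388 in the miControl libraries and to 61747010 and 93811213 in the miR-6133-5p libraries. A single count corresponded to between 0.0101 and 0.0203 CPM, the count scaled to the library total times its TMM factor. Across the tested genes, the log2 CPM of the replicates had a Pearson's r of 0.991 in each group, although genes are not independent replicates. Replicates nevertheless differed by more than counting noise, with a chi-square per degree of freedom of 14.3 between the miControl libraries and 50.2 between the miR-6133-5p libraries, against 240 between replicate 1 of one group and replicate 1 of the other.

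The counts were normalized with the TMM factors of edgeR, which were 0.948 and 0.941 for miControl and 1.06 and 1.06 for miR-6133-5p. Genes with too few counts to be tested were removed by edgeR's filterByExpr, which left 18252 genes, 17717 of them with a gene symbol. Differences were tested 2-sided with edgeR's quasi-likelihood test, and p-values were adjusted over all tested genes by the Benjamini–Hochberg procedure. The common biological coefficient of variation was 0.105. Genes with an adjusted p-value below 0.01 and a log2 fold change beyond 0.8, the thresholds in the paper's methods, were called lower or higher. With 2 libraries against 2, an exact permutation test of a single gene cannot give a p-value below 0.333, so the p-values rest on the variance that edgeR shares across genes. Levels are given as TMM-normalized CPM, as mean ± SD (n = 2). Fold changes were also computed with each library left out in turn, which leaves 1 library in an arm and allows no test.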

To identify the molecular mechanisms by which miR-6133-5p suppressed *COL1A1* and *ACTA2*, we performed an RNAseq analysis to compare gene expression patterns of the cells transfected with miR-6133-5p with those transfected with miControl, 24 h after rhTGF-β treatment. 

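Of the genes tested, 5511 had an adjusted p-value below 0.05 and 3436 had one below 0.01 (edgeR quasi-likelihood test, Benjamini–Hochberg adjustment). In the miR-6133-5p libraries, 964 genes were lower by more than 50% and 634 were higher by more than 2-fold at an unadjusted p-value below 0.05. At the adjusted threshold, 1011 genes were called lower and 529 were called higher, so that 65.6% of the called genes were lower. Without TMM factors, with libraries scaled by their total alone, 709 genes were called lower and 977 higher, and 42.1% of the called genes were lower. The median log2 fold change of all tested genes was 0.19 with this scaling and 0.03 with TMM factors. Among the alternatives set before the data were examined, the number of genes lower by more than 50% changed most when edgeR's glmTreat tested the fold change against the threshold itself, which left 586 genes. Of the 1011 genes called lower, between 914 and 977 kept a log2 fold change below -0.8 when each library was left out in turn. Both miR-6133-5p libraries lay above, or both below, both miControl libraries for 11760 genes, 64.4% of those tested, where chance gives 33.3%.

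Among abundant genes, with a mean log2 CPM of at least 3, the largest falls after *ARHGDIB* were those of *ADRA2A*, *CDH6*, *ITGA5* and *STX2*. *ADRA2A*, which encodes an adrenergic receptor and lies on chromosome 10 from 112836787 to 112840665, went from 25.3 ± 1.26 CPM in the miControl group to 2.24 ± 0.0816 CPM in the miR-6133-5p group, a log2 fold change of -3.50 (standard error 0.136, adjusted p = 8.23e-09, edgeR). *STX2*, a syntaxin gene on chromosome 12 from 131274145 to 131323799, had a log2 fold change of -2.72 (standard error 0.122). The largest rise was that of *DPYSL3* on chromosome 5 from 146770371 to 146889631, from 334 ± 4.99 to 1923 ± 65.5 CPM, with a log2 fold change of 2.53 (standard error 0.105, adjusted p = 1.12e-08, edgeR). It was followed by *MNAT1* at 2.21, *AMMECR1* at 2.07, *ITGA7* at 2.00 and *TRIM23* at 1.95 on the log2 scale.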

Several genes (*n* = 373) were downregulated by more than 50%, with statistical significance (Figure 2A). Among them, 36 genes were also found among the putative target genes of miR-6133-5p predicted by TargetScanHuman v7.2 (total 438 genes, http://www.targetscan.org/vert_72/) [11]. 

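All 36 genes were tested, and all 36 were lower by more than 50% and were called lower, both among all tested genes and when adjusted over the list alone. Because the genes were picked from these libraries, neither count is independent evidence. Their log2 fold changes ran from -4.78 for *ARHGDIB* to -1.15 for *WDFY2*, with a median of -1.56, and the largest adjusted p-value among them was 2.44e-05 (edgeR quasi-likelihood test, Benjamini–Hochberg adjustment). In each of the 36 genes, both miR-6133-5p libraries lay below both miControl libraries. When glmTreat tested the fold change against the threshold, 32 of the 36 genes were called, and *ARHGEF11*, *LZTS1*, *TBX3* and *WDFY2* were not. With library totals in place of TMM factors, *WDFY2* was no longer lower by more than 50%. Exons of another gene on the opposite strand cover 37.5% of the exon bases of *BCL9L* and 28.7% of those of *B4GALT3*, so that part of their reads is uncertain if the counting ignored the strand. A gene on the same strand covers 10.1% of those of *FUT4*, and another on the opposite strand covers 10.9%.

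*TGFBR2* (ENSG00000163513) lies on chromosome 3 from 30648093 to 30735634 of GRCh37. Its level was 547 ± 7.44 CPM with miControl and 111 ± 1.64 CPM with miR-6133-5p, a log2 fold change of -2.31 (standard error 0.105, adjusted p = 1.98e-08, edgeR), and it stayed between -2.33 and -2.29 with each library left out in turn. *ARHGDIB* (ENSG00000111348), on chromosome 12 from 15094965 to 15114662, fell from 175 ± 2.82 to 6.39 ± 0.0374 CPM (standard error 0.118, adjusted p = 1.02e-10, edgeR). *ITGA5* (ENSG00000161638), an integrin gene on chromosome 12 from 54789045 to 54813050, fell from 987 ± 67.6 to 113 ± 7.59 CPM, a log2 fold change of -3.13 (standard error 0.115, adjusted p = 5.56e-09, edgeR).

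**Figure D1:**
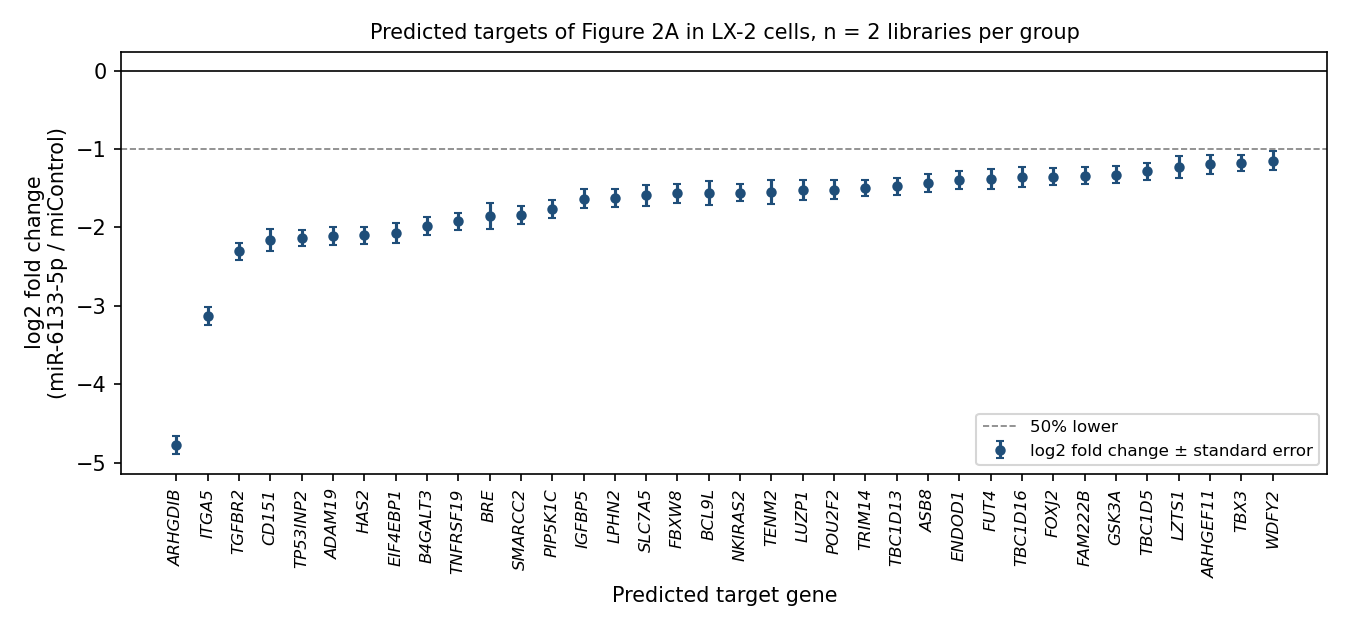
Log2 fold change (miR-6133-5p over miControl) of each of the 36 predicted target genes of Figure 2A, with bars of 1 standard error and 2 libraries per group; the dashed line marks a fall of 50%. All 36 genes lie under that line, from -4.78 for *ARHGDIB* to -1.15 for *WDFY2*, which lies above it when libraries are scaled by their totals alone.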

We then examined the role of each gene on the expression of *COL1A1* and *ACTA2* by transfecting with the corresponding small interfering RNAs (siRNA). As shown in Figure 2B, only knockdown of the *TGFBR2* gene, which encodes a component of the human TGF-β receptor, downregulated *COL1A1* and *ACTA2* more than 20%, compared with cells treated with a non-targeting control siRNA (siControl), with statistical significance. However, suppression of *COL1A1* and *ACTA2* by miR-6133-5p was also observed in the absence of rhTGF-β. Moreover, miR-6133 did not alter rhTGF-β-induced phosphorylation of Smad2/3, indicating the presence of TGFBR2-Smad independent pathways (Figure 3A).

By analyzing the RNAseq data in terms of gene ontology, we found that several genes encoding extracellular matrix proteins and genes involved in epithelial-to-mesenchymal transition, such as *CTGF* (connective tissue growth factor), *COL1A2* (collagen Iα2), *COL5A3* (collagen Vα3), *LOX* (Lysyl oxidase), *SNAI2* (Snail 2), and *CDH2* (Cadherin 2), were also significantly downregulated in the miR-6133-5p-treated group (Supplementary Tables S1 and S2). These results indicated that miR-6133-5p partially affects the activation and fibrotic function of LX-2 cells.

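*CTGF* (ENSG00000118523) lies on chromosome 6 from 132269316 to 132272512, and exons of a gene on the opposite strand cover 11.9% of its exon bases. Its level went from 1344 ± 7.65 CPM to 271 ± 30.4 CPM, a log2 fold change of -2.31 (standard error 0.114, adjusted p = 2.87e-08, edgeR quasi-likelihood test). *COL1A2* (ENSG00000164692), on chromosome 7 from 94024207 to 94060539, went from 57.3 ± 0.236 to 26.5 ± 1.09 CPM, with a log2 fold change of -1.11 (standard error 0.103, adjusted p = 4.34e-06, edgeR). *COL5A3* (ENSG00000080573), on chromosome 19 from 10070237 to 10121180, was the least abundant of the 6 genes named, at 1.64 ± 0.0178 CPM with miControl and 0.545 ± 0.0138 CPM with miR-6133-5p. Its log2 fold change of -1.58 had the widest standard error of them, 0.306 (adjusted p = 0.00158, edgeR). For *LOX* on chromosome 5 from 121398890 to 121414108, the level fell from 774 ± 38.9 to 331 ± 22.1 CPM, a log2 fold change of -1.23 (standard error 0.106). The transcription factor gene *SNAI2*, on chromosome 8 from 49830157 to 49834299, fell from 131 ± 2.23 to 59.0 ± 6.11 CPM, a log2 fold change of -1.16 (standard error 0.109). The smallest fall of the 6 was that of *CDH2* on chromosome 18 from 25512843 to 25757910, from 947 ± 5.36 to 514 ± 5.98 CPM, a log2 fold change of -0.88 (standard error 0.0996). *CDH2* was -0.72 on the log2 scale, and no longer past 0.8, when libraries were scaled by their totals alone. With glmTreat, the adjusted p-value (edgeR) was above 0.01 for *COL1A2* (0.036), *COL5A3* (0.0815), *SNAI2* (0.0218) and *CDH2* (0.871). Each of the 6 falls exceeded the spread between replicates, with both miR-6133-5p libraries below both miControl libraries.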

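In the same libraries, *COL1A1* (ENSG00000108821, chromosome 17 from 48261462 to 48278993) fell from 2917 ± 275 CPM to 1064 ± 97.54 CPM, a log2 fold change of -1.46 (standard error 0.112, adjusted p = 8.88e-07, edgeR quasi-likelihood test). With each library left out in turn, it lay between -1.57 and -1.36. *ACTA2* (ENSG00000107796, chromosome 10 from 90694831 to 90751096) fell from 38.2 ± 4.80 CPM to 9.91 ± 0.176 CPM, a log2 fold change of -1.95 (standard error 0.124, adjusted p = 2.1e-07, edgeR). Exons of a gene on the opposite strand cover 35.9% of the exon bases of *ACTA2*, so part of its reads is uncertain if the counting ignored the strand. From the lower expression of extracellular matrix and epithelial-to-mesenchymal transition genes, the paper describes the effect on activation and fibrotic function as partial, and its Discussion proposes a strong but partial property.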

### 2.2. MiR-6133 Decreased Phosphorylation of Akt, ERK, and JNK

We then examined the impact of miR-6133 on the major cellular signaling pathways mediated by the serine/threonine kinases, Akt, ERK (extracellular signal-regulated kinase), JNK, and p38. Surprisingly, the amounts of phosphorylated forms of Akt, ERK, and JNK, but not p38, were smaller in the miR-6133-treated LX-2 cells than the miControl-treated cells, 24 h after rhTGF-β treatment (Figure 3A). Moreover, these differences were also observed in the mock-treated groups (Figure 3A). To determine whether the inhibition of phosphorylation of any of these kinases affected the expression of *COL1A1* and *ACTA2*, we used siRNAs targeting the *SMAD2*, *SMAD3*, and *SMAD4* genes, which are the central mediators of canonical TGF-β signaling and those targeting the *AKT1*, *AKT2*, and *AKT3* genes; and chemical inhibitors of MEK (MAPK/ERK kinase), JNK, and p38.

As shown in Figure 3B, treatment with SMAD2/3/4 siRNAs slightly decreased *COL1A1* and *ACTA2*, but without statistical significance, indicating that *COL1A1* and *ACTA2* are not solely regulated by the canonical TGF-β-Smad2/3/4 pathway. The knockdown of *AKT1/2/3* decreased the level of *COL1A1*, but not *ACTA2*. Treatment with the MEK inhibitor, U0126, which inhibits phosphorylation of ERK by the upstream kinase MEK, slightly increased the levels of *COL1A1* and *ACTA2*. In contrast, inhibition of JNK and p38 by their corresponding inhibitors (SP600125 and SB203580, respectively) significantly suppressed *COL1A1* and *ACTA2* expression (Figure 3B). Collectively, these results suggested that Akt may partially account for the suppression of *COL1A1* by miR-6133-5p and, similarly, JNK may partially account for the suppression of both *COL1A1* and *ACTA2* by miR-6133-5p.

We next investigated the relationship between the suppression of the *TGFBR2* gene and that of Akt, ERK, and JNK phosphorylation using an siRNA targeting the *TGFBR2* gene (siTGFBR2). As shown in Figure 4A, the amount of collagen Iα1 was greatly decreased and that of α-SMA was slightly decreased in the LX-2 cells treated with siTGFBR2 compared with the siControl-treated cells. While the amount of phosphorylated forms of Smad2/3 and Akt was also significantly decreased by siTGFBR2, it had no impact on the amounts of phosphorylated ERK, JNK, and p38 (Figure 4A). These results indicated that the suppression of JNK by miR-6133 is independent of TGFBR2.

### 2.3. Possible Involvement of the Fibroblast Growth Factor Receptor 1 (FGFR1) Gene in the Suppression of JNK Phosphorylation by MiR-6133-5p

Next, to further elucidate the mechanism by which miR-6133-5p suppressed the phosphorylation of Akt, ERK, and JNK, we performed gene set enrichment analysis (GSEA) and constructed miRNA-mRNA networks from RNAseq data. 

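The GO gene sets were not used here. In their place, 158 genes of 10 extracellular matrix families, such as collagen and laminin chains, integrins and matrix metalloproteinases, were chosen by their symbols, and 121 of them were expressed highly enough to be tested. Of these, 76 were lower and 45 higher in the miR-6133-5p libraries, with a median log2 fold change of -0.33. Those called lower numbered 25 among all tested genes and 30 when adjusted over the list alone, and 7 were called higher. Of the families, the lysyl oxidases had the lowest median, -1.04 over 5 genes that were all lower, and the latent TGF-β binding proteins the highest, 0.15 over 4 genes. The 30 collagen chains had a median of -0.32, with 6 called lower and 2 called higher. A competitive set test, camera with a preset correlation of 0.01, gave p = 0.000395 for the 121 genes, in a model fitted across all tested genes with limma. The rotation test fry gave p = 0.034, whereas camera with the correlation estimated from the 4 libraries gave p = 0.431, so the call held under fry and not under the estimated correlation. With libraries scaled by their totals, which moved the median most, it was -0.16. With each library left out in turn it ran from -0.42 to -0.25.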

By analyzing GSEA of gene ontology (GO) gene sets in the miR-6133-5p-treated LX-2 cells, we found that a group of genes annotated as ‘extracellular matrix organization’ were significantly downregulated in the miR-6133-5p-treated cells (Supplementary Figure S1A,B). 

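The prediction lists were not used here, and 7 genes were taken from the labels of Supplementary Figure S1C, namely *COL1A1*, *EGFR*, *FGFR1*, *ITGA5*, *TAGLN*, *TGFBR2* and *VEGFA*. All 7 were called lower, with a median log2 fold change of -1.07, in each case with both miR-6133-5p libraries below both miControl libraries. As the study picked them from these libraries, the count is not independent evidence. *EGFR*, on chromosome 7 from 55086710 to 55279321, fell from 524 ± 5.10 to 272 ± 38.5 CPM, a log2 fold change of -0.94 (standard error 0.116, adjusted p = 4.54e-05, edgeR quasi-likelihood test). It lay between -1.10 and -0.81 with each library left out in turn, and at -0.78, no longer past 0.8, with libraries scaled by their totals. *TAGLN*, on chromosome 11 from 117070086 to 117078180, fell from 334 ± 26.0 to 159 ± 11.2 CPM, a log2 fold change of -1.07 (standard error 0.110, adjusted p = 9.71e-06, edgeR). Exons of a gene on the opposite strand cover 34.1% of its exon bases. With glmTreat, *EGFR* and *TAGLN* had adjusted p-values of 0.541 and 0.0851 (edgeR) and were not called.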

From the putative miR-6133-target genes predicted by TargetScanHuman v7.2 and experimentally validated miR-6133-5p target genes listed in miRTarBase v8.0 (http://mirtarbase.cuhk.edu.cn/php/index.php) [25], we selected 98 genes whose expression was significantly lower in the miR-6133-5p-treated LX-2 cells (fold change in log2 ratio > 0.8, *p* < 0.05, fold discovery rate < 0.01; Supplementary Figure S1C). Among them, we found the *FGFR1* gene annotated in ‘extracellular matrix organization’, which is known to transmit a signal to the PI3K-Akt and ERK/JNK/p38 signaling pathways upon activation by its ligands, fibroblast growth factors [26]. 

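*FGFR1* (ENSG00000077782), which encodes a receptor tyrosine kinase, lies on chromosome 8 from 38257733 to 38326352 of GRCh37. Its level was 134 ± 4.25 CPM with miControl and 69.0 ± 4.30 CPM with miR-6133-5p, a log2 fold change of -0.96 (standard error 0.104, adjusted p = 1.66e-05, edgeR quasi-likelihood test). The fall exceeded the spread between replicates, and it lay between -1.02 and -0.90 with each library left out in turn. With libraries scaled by their totals alone, it was -0.79, just short of 0.8 on the log2 scale. When glmTreat tested the fold change against 0.8, the adjusted p-value was 0.389 (edgeR), and *FGFR1* was not called.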

As shown in Figure 4B, knockdown of *FGFR1* by the corresponding siRNA significantly decreased the phosphorylated form of JNK. It also decreased phosphorylated forms of Akt and ERK to some extent. These results suggested that the anti-fibrotic function of miR-6133-5p may partially be mediated by the FGFR-Akt/ERK/JNK axis. In contrast, knockdown of *FGFR1* increased the amount of phosphorylated form of Smad2/3 (Figure 4B), indicating that FGFR1 acts inhibitory to the TGF-β pathway, including Smad2/3, as reported by Li et al. [27]. 

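Among the genes for FGFR ligands, *FGF1* (ENSG00000113578, chromosome 5 from 141971743 to 142077635) fell from 101 ± 1.87 CPM with miControl to 30.1 ± 0.141 CPM with miR-6133-5p, a log2 fold change of -1.75 (standard error 0.102, adjusted p = 1.08e-07, edgeR quasi-likelihood test). *FGF2* (ENSG00000138685, chromosome 4 from 123747837 to 123819391) was the most abundant of the 3 and fell from 968 ± 94.8 to 297 ± 2.04 CPM, a log2 fold change of -1.71 (standard error 0.109, adjusted p = 2.27e-07, edgeR). Exons of a gene on the opposite strand cover 11.8% of the exon bases of *FGF2*. *FGF5* (ENSG00000138675, chromosome 4 from 81187793 to 81257834) fell from 120.0 ± 6.50 to 38.9 ± 1.83 CPM, a log2 fold change of -1.63 (standard error 0.105, adjusted p = 2.36e-07, edgeR). In all 3 genes the fall exceeded the spread between replicates.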

Interestingly, the levels of expression of genes encoding FGFR ligands (*FGF1*, *FGF2*, and *FGF5*) were also reduced in the miR-6133-5p-treated cells. The level of genes involved in other growth factor signaling pathways, such as *HBEGF* (the epidermal growth factor signaling pathway), *VEGFA* (the vascular endothelial growth factor signaling pathway), and *IRS1*, *PIK3CD*, *PIK3R2* (the IGF-PI3K signaling pathway), were also significantly decreased (Figure 4C).

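Of the 9 genes of Figure 4C, 8 could be tested, and all 8 were called lower. *HBEGF*, on chromosome 5 from 139712428 to 139726188, fell from 131 ± 0.336 to 56.1 ± 1.75 CPM, a log2 fold change of -1.22 (standard error 0.101, adjusted p = 1.62e-06, edgeR quasi-likelihood test). *VEGFA*, on chromosome 6 from 43737921 to 43754224, fell from 359 ± 10.2 to 179.8 ± 1.90 CPM, with a log2 fold change of -0.997 (standard error 0.101, adjusted p = 9.49e-06, edgeR). *IRS1*, on chromosome 2 from 227596028 to 227664536, fell from 169.6 ± 7.41 to 52.5 ± 11.6 CPM and had the widest spread between the miR-6133-5p libraries. Its log2 fold change was -1.69 (standard error 0.138, adjusted p = 1.41e-06, edgeR) and lay between -1.94 and -1.48 with each library left out in turn. *PIK3CD*, on chromosome 1 from 9689947 to 9789172, fell from 268 ± 9.21 to 69.7 ± 2.74 CPM, a log2 fold change of -1.94 (standard error 0.106, adjusted p = 6.39e-08, edgeR). When glmTreat tested the fold change against 0.8, *VEGFA* had an adjusted p-value of 0.209 (edgeR) and was not called.

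*PIK3R2* (ENSG00000105647), on chromosome 19 from 18263973 to 18281342, had 2 and 5 counts in the miControl libraries and 3 and 3 counts in the miR-6133-5p libraries, too few for a test. Of its exon bases, 76.4% lie in exons of another gene on the same strand, and its level cannot be read from these counts.

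**Figure D2:**
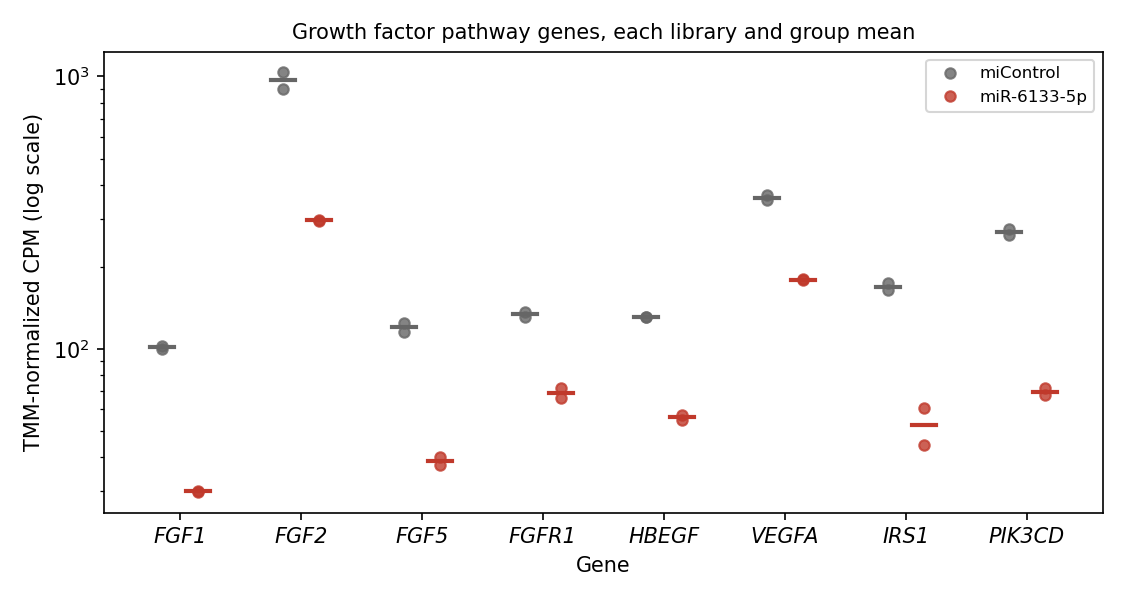
TMM-normalized CPM, on a log scale, of the 8 tested genes of Figure 4C in each library (points) with the mean of each group (horizontal lines), for 2 miControl and 2 miR-6133-5p libraries. In each gene both miR-6133-5p points lie below both miControl points, with group means from 30.1 CPM for *FGF1* with miR-6133-5p to 968 CPM for *FGF2* with miControl.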

## 3. Discussion

Recently, we reported that the human miRNA, miR-6133-5p, has strong antiviral activity against HBV replication [23]. In this study, we found that miR-6133-5p effectively suppressed *COL1A1* and *ACTA2*—the main component of fibrous tissue in the liver and a representative marker of HSC activation, respectively. An RNAseq analysis also revealed that several genes encoding other extracellular matrix proteins and those involved in epithelial-to-mesenchymal transition were significantly downregulated in the miR-6133-5p-treated cells, suggesting that miR-6133-5p has strong, but partial, anti-fibrotic property when introduced in HSCs. Functional analyses revealed that siRNA-mediated knockdown of *TGFBR2* and *AKT1/2/3*, and inhibition of JNK by an appropriate chemical, suppressed *COL1A1* and *ACTA2* expression, suggesting that the anti-fibrotic effects of miR-6133-5p may be mediated by TGFBR2, Akt, and JNK (Figure 5).

The decrease of phosphorylated Akt, ERK, and JNK in the miR-6133-treated LX-2 cells could be due to the downregulation of *FGFR1*, a target gene of miR-6133-5p. Several reports have shown that Akt is involved in collagen synthesis and the activation of HSCs [4,5]. JNK has also been reported to regulate collagen synthesis and the activation of HSCs [6,7,8]. A chemical compound, GS-444217, that specifically inhibit ASK1 (Apoptosis signal-regulating kinase 1), a protein kinase upstream of JNK and p38, has been reported to reduce liver fibrosis in a mouse model with a *Nlrp3* (NLR family pyrin domain containing 3) loss-of-function mutation [28]. These findings, together with our present study, indicate that signaling pathways including Akt and JNK are therapeutic targets for the control of liver fibrosis.

The roles of endogenous miR-6133-5p in humans are largely unknown. miR-6133-5p is expressed in almost all tissues, including the liver. One report revealed that the amount of urinary exosomal miR-6133-5p was increased in type II diabetic nephropathy patients [29]. On the other hand, we found that the level of miR-6133-5p was not altered in the rhTGF-β1-treated LX-2 cells, compared with the control (data not shown), indicating that endogenous level of miR-6133 have no impact on the fibrogenic function of HSCs.

miR-6133-5p is found in the genome of several primates. Although it is important to determine whether miR-6133-5p effectively ameliorates liver fibrosis in vivo, at present, we could not employ physiologically relevant small animal models for evaluating the effect of primate-restricted miRNA such as miR-6133-5p on liver fibrosis in vivo. Chimeric mice, with liver repopulated with human hepatocytes, were frequently used to study HBV replication in vivo [30]. The development of similar experimental animal models such as small animals harboring human HSCs in the liver would help to examine the effect of reagents on liver fibrosis in future studies.

Some issues remain to be addressed. While the expression of *ACTA2* was induced by rhTGF-β1 and peaked 24 h after treatment, the increase of α-SMA protein became obvious only 72 h after rhTGF-β1 treatment (Figure 1B,C). Similarly, while knockdown of *TGFBR2* greatly suppressed *ACTA2* expression 24 h after rhTGF-β1 treatment, the amount of α-SMA protein was not decreased so much (Figure 2B and Figure 4A). This could be due to the balance between the efficiency of translation and the degradation of α-SMA protein, which may cause a delay in the outcome of the increase/decrease of *ACTA2* mRNA and changes in the amount of its protein product.

On the other hand, knockdown of *TGFBR2* by the corresponding siRNA greatly decreased the phosphorylated form of Smad2/3. However, although miR-6133-5p treatment also suppressed *TGFBR2* effectively, it had no impact on the amount of phosphorylated Smad2/3. The amount of phosphorylated Smad2/3 was increased by the knockdown of *FGFR1* (Figure 4B); hence, it is possible that the downregulation of *FGFR1* by miR-6133 may partially cancel the suppressive effect by the downregulation of *TGFBR2* in terms of the level of phosphorylation of Smad2/3.

Our results showed that the inhibition of p38 by its inhibitor, SB203580, also effectively suppressed *COL1A1* and *ACTA2* expression (Figure 3B). On the other hand, miR-6133-5p had no impact on the phosphorylation of p38 in LX-2. JNK and p38 are differently regulated by upstream kinases (MKK4 (mitogen-activated protein kinase kinase 4)/MKK7 and MKK3/MKK6, respectively); hence, miR-6133-5p could selectively inhibit JNK without affecting p38 and it is sufficient for the suppression of *COL1A1* and *ACTA2* in LX-2 cells.

A comprehensive transcriptome analysis covering many time points is needed in a future study to dissect the effect of miR-6133-5p from the immediate-early suppression of direct target genes, middle-stage changes of signaling pathways, and late-stage changes, such as the downregulation of *COL1A1* and *ACTA2*. The role of miR-6133-5p in the fibrosis of other organs or tissues has also not been documented; further studies will be required to examine the effect of miR-6133-5p in various fibroblast cells of different organ origins.

In conclusion, we found that miR-6133-5p has strong anti-fibrotic effect which could be mediated by inactivation of TGFBR2, Akt, and JNK.

## 4. Materials and Methods

### 4.1. Cell Culture and Transfection

LX-2 cells were cultured in Dulbecco’s modified Eagle’s medium (Thermo Fisher Scientific, Waltham, MA, USA) supplemented with 1% antibiotic antimycotic solution and 2% heat-inactivated fetal bovine serum (Thermo Fisher Scientific). MiRIDIAN MicroRNA miR-6133-5p Mimic and MiRIDIAN MicroRNA Mimic Negative Control #1 (miControl) were purchased from Horizon Discovery Group plc. (Cambridge, UK). ON-TARGETplus siRNA SMARTpools targeting *SMAD2*, *SMAD3*, *SMAD4*, *AKT1*, *AKT2*, *AKT3*, and *FGFR1*; and ON-TARGETplus Non-targeting Pool (siControl) were purchased from Horizon Discovery Group plc. Each SMARTpool contains four independent siRNA molecules to ensure efficient gene knockdown. Silencer Select siRNA reagents corresponding to 36 predicted target genes of miR-6133-5p and Silencer Select negative control siRNA were purchased from Thermo Fisher Scientific. Two independent Silencer Select siRNA molecules for each gene were mixed equally and used in the following assay to ensure efficient gene knockdown. The sequence information of the siRNAs used in this study was shown in Supplementary Table S4.

miRNAs or siRNAs were introduced into LX-2 cells at a final concentration of 20 nmol/L using Lipofectamine RNAiMAX Reagent (Thermo Fisher Scientific), according to the manufacturer’s instructions. Twenty-four hours after transfection, the cells were further cultured with medium containing 5 ng/mL of rhTGF-β1. The cells were then harvested and subjected to RNA and protein extraction at the time points indicated in Figure 1A.

### 4.2. Gene Expression Analysis by RT-qPCR

Total RNA was extracted using ISOGEN (Nippon Gene, Toyama, Japan). Gene expression was determined by RT-qPCR using StepOne Plus (Thermo Fisher Scientific). The primer–probe sets for RT-qPCR analysis of human *COL1A1*, *ACTA2*, *TGFBR2*, *FGFR1*, and *GAPDH* genes were purchased from Thermo Fisher Scientific.

### 4.3. Quantification of Protein

Cell lysates were prepared using a lysis buffer containing 1% Nonidet P40, 150 mM sodium chloride, and 50 mM Tris-Cl buffer (pH 7.4). A cOmplete Mini EDTA-free tablet and a PhosSTOP tablet (Roche diagnostics, Basel, Switzerland) were added to each 10 mL of the lysis buffer immediately before use. Western blot analyses were performed by a routine procedure using the primary antibodies listed below with the species, target, company, catalogue number, and dilution: mouse anti-collagen Iα1 (sc-293182, Santa Cruz, Dallas, TX, USA, 1:1000); rabbit anti-α-SMA (GTX100034, GeneTex, Irvine, CA, USA, 1:1000); rabbit anti-phospho-Smad2/3 (#8828, Cell Signaling Technology, Danvers, MA, USA, 1:2000); rabbit anti-Smad2/3 (#8685, Cell Signaling Technology, 1:2000); rabbit anti-phospho-Akt (#9271, Cell Signaling Technology, 1:2000); rabbit anti-Akt (#9272, Cell Signaling Technology, 1:2000); mouse anti-phospho-ERK (#9106, Cell Signaling Technology, 1:2000); rabbit anti-ERK (#9102, Cell Signaling Technology, 1:2000); rabbit anti-phospho-JNK (#9251, Cell Signaling Technology, 1:2000); rabbit anti-JNK (#9252, Cell Signaling Technology, 1:2000); rabbit anti-phospho-p38 (#9211, Cell Signaling Technology, 1:2000); rabbit anti-p38 (#9212, Cell Signaling Technology, 1:2000); mouse anti-GAPDH (ab8245, Abcam, Cambridge, UK, 1:10,000). The intensity of the bands was calculated using ImageJ v1.8.0 (https://imagej.nih.gov/ij/index.html).

### 4.4. RNAseq Analysis

Total RNA samples collected from miR-6133-5p- and miControl-treated LX-2 cells (*n* = 2) 24 h after rhTGF-β1 treatment were subjected to an RNAseq analysis. PolyA + RNA was extracted, fragmented, and reverse-transcribed to yield a single-stranded cDNA mixture. Double-stranded DNA was then synthesized using the cDNA mixture as a template. The ends of the product were blunted, phosphorylated, followed by addition of 3′-deoxyadenosine, and ligated with adapter DNA fragments containing an index sequence unique to each sample. After amplification by PCR, the resultant sequencing libraries were subjected to pair-end sequencing (sequence length = 150 bases) using NovaSeq 6000, NovaSeq 6000 S4 Reagent Kit, and NovaSeq Xp 4-Lane Kit (Illumina Inc., San Diego, CA, USA). The reads were mapped and annotated using GeneData Profiler Genome v11.0.4a (GeneData, Basel, Switzerland) and STAR v2.5.3a (https://github.com/alexdobin/STAR). *Homo sapiens* genome assembly GRCh37 (hg19) was used as the reference. The number of reads and the percentage of mapped reads for each sample are shown in Supplementary Table S3. Read counts underwent the trimmed mean of M values (TMM) normalization and log2 computes counts per million (CPM) transformation using the edgeR software v3.30.3 [31]. Differences in gene expression between miR-6133-5p and miControl were tested by a quasi-likelihood test function (glmQLFit). We set a false-discovery rate (FDR) threshold of 0.01 to correct for multiple testing and set a log-fold change (Log2FC) threshold of 0.8. The RNAseq data were deposited in the Gene Expression Omnibus database (accession number: GSE158478, https://www.ncbi.nlm.nih.gov/geo/).

To functionally characterize miR-6133-5p, we performed a pathway analysis using the GSVA R package (https://www.bioconductor.org/packages/release/bioc/html/GSVA.html) [32]. The gene sets used were the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway and all GO gene sets from the Broad Institute’s Molecular Signatures Database (MSigDB) v7.1. The top differentially enriched pathways were yielded along with *p*-values adjusted for multiple testing correction using the Benjamini–Hochberg FDR controlling procedure. Cytoscape software v3.6.2 [33] was employed to construct the miRNA–mRNA gene network. All data were analyzed in R (http://www.r-project.org/).

### 4.5. Statistical Analysis

The student’s *t*-test was performed using Microsoft Excel. Data are depicted as the mean ± standard deviation, and *p*-values < 0.05 were considered significant: * *p* < 0.05, ** *p* < 0.01.

## Figures and Tables

**Figure 1:**
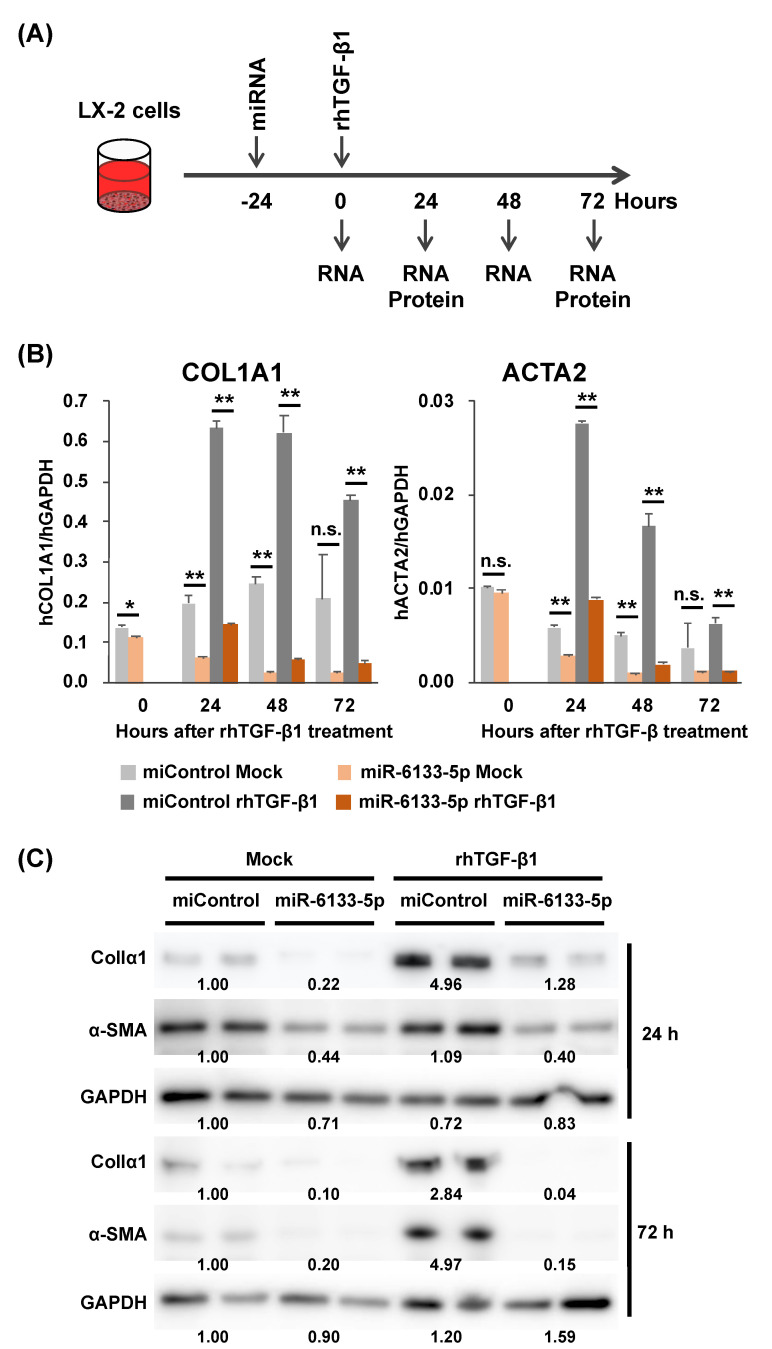
The impact of miR-6133 on the anti-fibrotic activity of LX-2 cells. (**A**) LX-2 cells were transfected with a miR-6133-5p mimic or a negative control microRNA mimic (miControl) at a final concentration of 20 nM, 24 h before treatment with recombinant human transforming growth factor β1 (rhTGF-β1, 5 ng/mL). Total RNA and proteins were extracted from the cells collected at the time points indicated. (**B**) The expression of the *COL1A1* gene encoding collagen Iα1, and the *ACTA2* gene encoding α-smooth muscle actin was determined by RT-qPCR. (**C**) The amounts of α-chain of collagen type I (collagen Iα1) and α-smooth muscle actin (α-SMA) were determined by Western blot analysis. Error bars represent means ± standard deviations (*n* = 3). * *p* < 0.05; ** *p* < 0.01., n.s. not significant.

**Figure 2:**
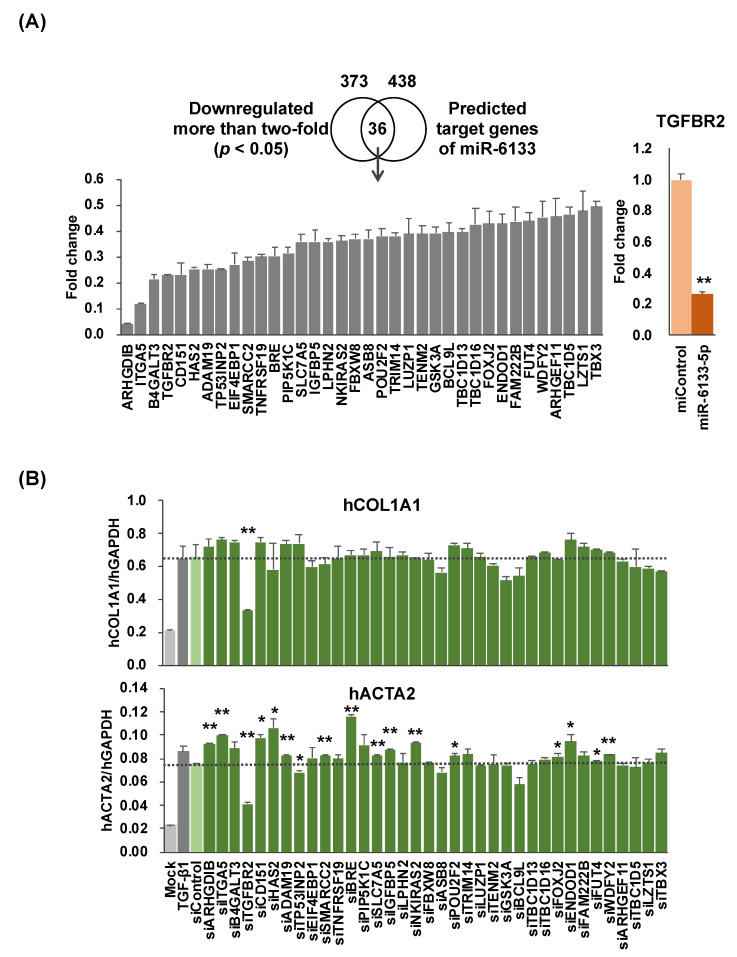
The impact of miR-6133 target genes on the anti-fibrotic activity of LX-2 cells. (**A**) RNAseq analysis revealed that 373 genes were downregulated in miR-6133-treated LX-2 cells compared with those treated with miControl, with statistical significance (*p* < 0.05). Thirty-six of these genes were also among 438 putative miR-6133-5p target genes predicted by TargetScanHuman v7.2. The levels of *TGFBR2* (which encodes Transforming Growth Factor Beta Receptor 2) in the miR-6133-treated and miControl-treated LX-2 cells (*n* = 3) were determined by RT-qPCR. (**B**) LX-2 cells were transfected with small interfering RNAs (siRNAs) corresponding to each of the 36 genes or a non-targeting control siRNA (siControl) at a final concentration of 20 nM, 24 h before treatment with rhTGF-β1 (5 ng/mL). The expression of *COL1A1* and *ACTA2* was determined by RT-qPCR. Fold change was calculated as the ratio over the expression in the siControl-treated sample (indicated by a dotted line). Error bars represent means ± standard deviations (*n* = 3). * *p* < 0.05; ** *p* < 0.01.

**Figure 3:**
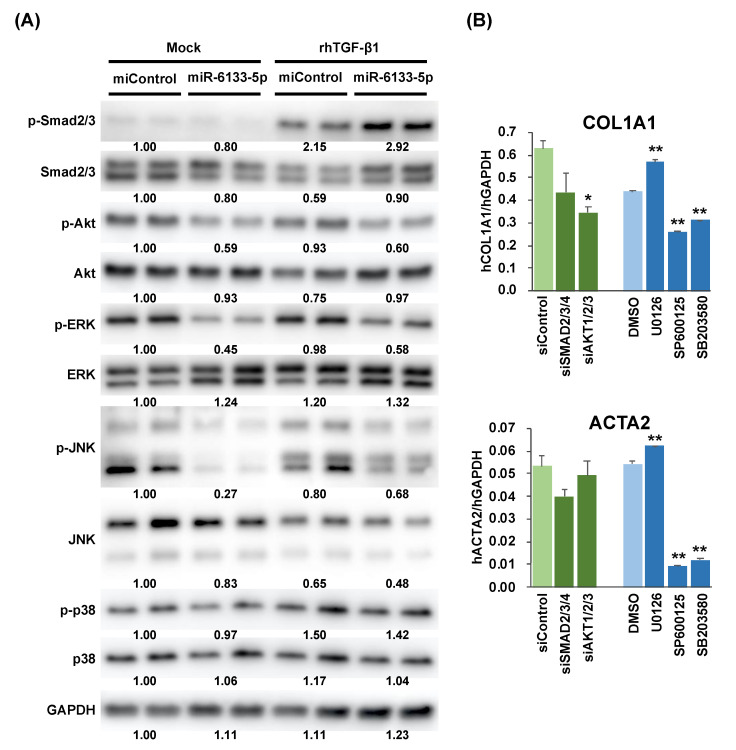
The effect of miR-6133 on the activation of intracellular signaling pathways. (**A**) The amounts of phosphorylated-Smad2/3 (p-Smad2/3), total Smad2/3, p-Akt, Akt, p-ERK (extracellular signal-regulated kinase), ERK, p-JNK (c-Jun N-terminal kinase), JNK, p-p38, p38, and GAPDH (glyceraldehyde-3-phosphate dehydrogenase) were determined by western blot analysis, using the LX-2 extracts collected 24 h after rhTGF-β1 treatment. (**B**) LX-2 cells were treated with a mixture of siRNAs corresponding to the *SMAD2*, *SMAD3*, and *SMAD4* genes (siSMAD2/3/4), a mixture of siRNAs corresponding to the *AKT1*, *AKT2*, and *AKT3* genes (siAKT1/2/3), or siControl, at a final concentration of 30 nM (10 nM for individual siRNA), 24 h before treatment with rhTGF-β1 (5 ng/mL). LX-2 cells were also treated side by side with an MEK (MAPK/ERK kinase) inhibitor (U0126), a JNK inhibitor (SP600125), a p38 inhibitor (SB203580), or DMSO (dimethylsulfoxide), 24 h before rhTGF-β1 treatment. Total RNA was extracted from the samples collected 24 h after rhTGF-β1 treatment and the expression of COL1A1 and ACTA2 was determined by RT-qPCR analysis. Error bars represent means ± standard deviations (*n* = 3). * *p* < 0.05; ** *p* < 0.01.

**Figure 4:**
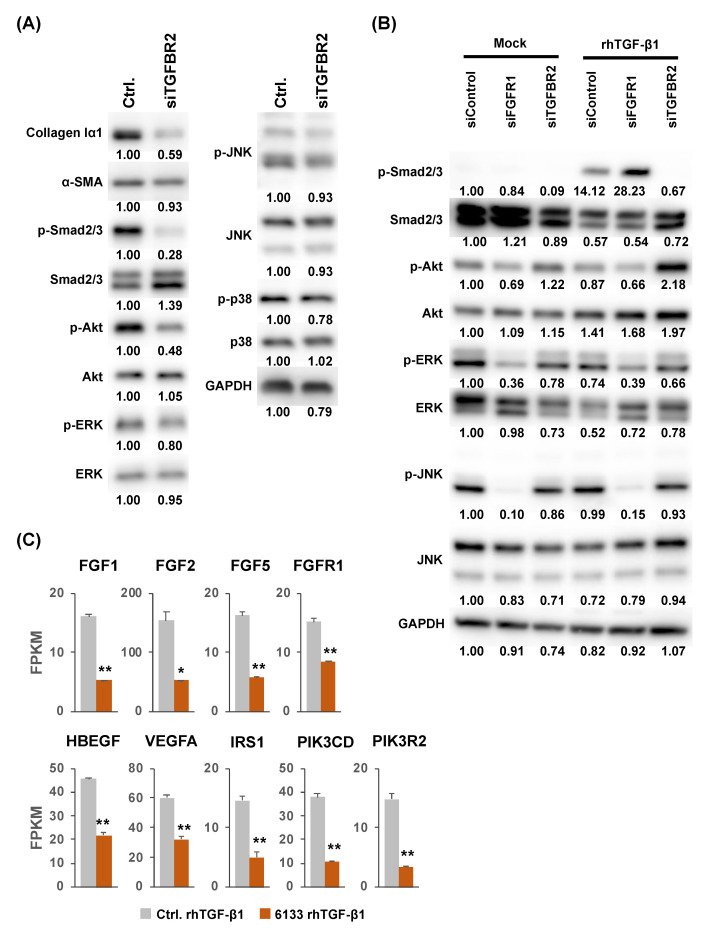
The effect of knockdown of *TGFBR2* and *FGFR1* (which encodes Fibroblast Growth Factor Receptor 1), on the activation of intracellular signaling pathways. (**A**) LX-2 cells were treated with an TGFBR2 siRNA or siControl at a final concentration of 20 nM, 24 h before treatment with rhTGF-β1 (5 ng/mL). Protein extracts were prepared from the samples collected 24 h after rhTGF-β1 treatment and subjected to Western blot analysis. (**B**) LX-2 cells were treated with an FGFR1 siRNA, TGFBR2 siRNA, or siControl at a final concentration of 20 nM, 24 h before treatment with rhTGF-β1. The lysates were analyzed by Western blot analysis. (**C**) Values of fragments per kilobase of exon per million reads mapped (FPKM) for *FGF1*, *FGF2*, *FGF5*, *FGFR1*, *HBEGF*, *VEGFA*, *IRS1*, *PIK3CD*, and *PIK3R2* genes, deduced from the RNAseq analysis comparing samples treated with miR-6133-5p and miControl. Error bars represent means ± standard deviations (*n* = 3). * *p* < 0.05; ** *p* < 0.01.

**Figure 5:**
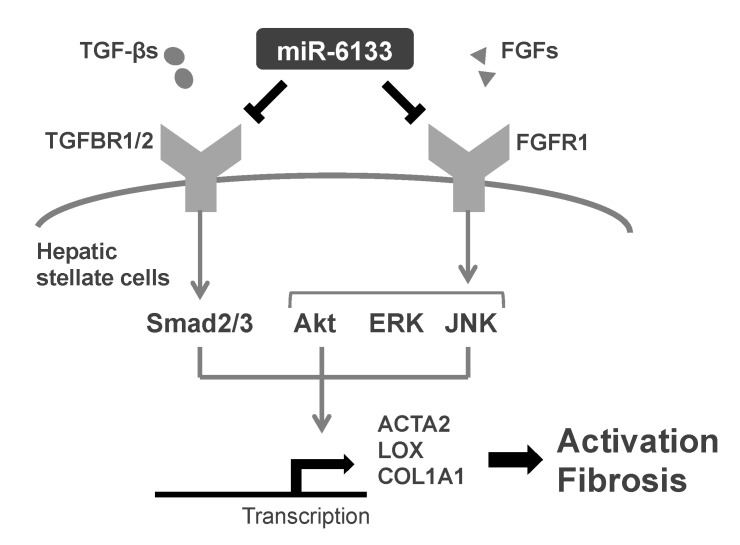
Schema of anti-fibrotic mechanisms via miR-6133-5p. TGF-β signaling mediated by the receptor TGFBR2 and its receivers, Smad2/3, control, *COL1A1*, and *ACTA2*. miR-6133-5p directly suppresses the expression of *TGFBR2*. miR-6133-5p decreases phosphorylation (activation) of Akt, ERK, and JNK, possibly by targeting *FGFR1* which results in the suppression of FGF/FGFR axis. Akt and JNK regulate *COL1A1* and *ACTA2* expression.

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/21/19/7251/s1. Table S1: Downregulated genes listed in the gene set ‘Extracellular matrix’; Table S2: Downregulated genes listed in the gene set ‘Hallmark epithelial mesenchymal transition’; Table S3: The RNAseq Results; Table S4: Sequence information of the siRNAs used in this study; Figure S1: Characterization of genes controlled by miR-6133-5p.

## Abbreviations

HBV	hepatitis B virus
HSCs	hepatic stellate cells
TGF-β	transforming growth factor β
α-SMA	α-smooth muscle actin
miRNA	microRNA
3′-UTRs	3′-untranslated regions
ERK	extracellular signal-regulated kinase
JNK	c-Jun N-terminal kinase
FGFR1	fibroblast growth factor 1
siRNA	small interfering RNA
GSEA	gene set enrichment analysis
GO	gene ontology

# Supplementary material for: Inhibitory Effect of a Human MicroRNA, miR-6133-5p, on the Fibrotic Activity of Hepatic Stellate Cells in Culture
**Source:** Int J Mol Sci. 2020 Oct 1;21(19):7251. doi: 10.3390/ijms21197251
**Supplement:** Supplementary file 1

Supplementary

# Inhibitory effect of a human microRNA, miR-6133-5p, on the fibrotic activity of hepatic stellate cells in culture

Susumu Hamada-Tsutsumi <sup>1</sup>, Masaya Onishi <sup>1</sup>, Kentaro Matsuura <sup>2</sup>, Masanori Isogawa <sup>1</sup>, Keigo Kawashima <sup>1</sup>, Yusuke Sato <sup>3</sup> and Yasuhito Tanaka <sup>1,4,\*</sup>

Table of contents

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

Supplementary Table S4

Supplementary Figure S1

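Table S1 holds 7 genes of a gene set of extracellular matrix proteins, with the paper's log2 fold change and p-value for each. All 7 were called lower, with a median log2 fold change of -1.54. *FBLN5*, on chromosome 14 from 92335755 to 92414331, was at 4.03 ± 0.00831 CPM with miControl and 1.15 ± 0.0661 CPM with miR-6133-5p, a log2 fold change of -1.82 (standard error 0.213, adjusted p = 3.1e-05, edgeR quasi-likelihood test). *LAMC1* fell by 1.54 and *SGCD* by 1.53 on the log2 scale. *LTBP2* had the smallest fall, with a log2 fold change of -0.90 (standard error 0.117), and it was -0.74 with libraries scaled by their totals. Without replicate 1 of miR-6133-5p, *LTBP2* was at -0.76, short of 0.8.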

**Table 1.** Downregulated genes listed in the gene set ‘Extracellular matrix’.

| Gene symbol | Gene name                                                     | Fold change (log2) | P-value |
|-------------|---------------------------------------------------------------|--------------------|---------|
| CTGF        | connective tissue growth factor                               | -2.154             | 0.005   |
| FBLN5       | fibulin 5                                                     | -1.670             | 0.000   |
| LAMC1       | laminin, gamma 1 (formerly LAMB2)                             | -1.385             | 0.029   |
| SGCD        | sarcoglycan, delta (35kDa dystrophin-associated glycoprotein) | -1.367             | 0.039   |
| COL5A3      | collagen, type V, alpha 3                                     | -1.315             | 0.002   |
| COL1A2      | collagen, type I, alpha 2                                     | -0.906             | 0.003   |
| LTBP2       | latent transforming growth factor beta binding protein 2      | -0.760             | 0.031   |

Genes whose expression was downregulated more than 0.7 log2 with statistical significance ( $P > 0.05$ ) were selected from the gene set ‘Extracellular matrix’ (Molecular Signature Database version 7.1, <https://www.gsea-msigdb.org/gsea/msigdb>).

**Table 2.** Downregulated genes listed in the gene set ‘Hallmark epithelial mesenchymal transition’.

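Table S2 holds 32 genes of a hallmark gene set of epithelial-to-mesenchymal transition, 5 of which are also in Table S1. Together the tables name 34 genes, and all 34 were called lower, also when adjusted over the list alone, although the study picked them from these libraries. Their median log2 fold change was -1.25, and 26 of the 34 were lower by more than 50%. The largest fall was that of *CDH6*, on chromosome 5 from 31193793 to 31329253, from 183 ± 5.02 to 18.8 ± 0.499 CPM, a log2 fold change of -3.29 (standard error 0.110, adjusted p = 2.53e-09, edgeR quasi-likelihood test). *TIMP3* on chromosome 22 from 33197691 to 33259028 had a log2 fold change of -2.32, *PRRX1* of -2.36 and *INHBA* of -2.29. The smallest fall was that of *OXTR*, with a log2 fold change of -0.85 (standard error 0.109, adjusted p = 6.68e-05, edgeR). It was at -0.755 without replicate 2 of miR-6133-5p, short of 0.8. *ITGAV* was likewise short of 0.8, at -0.779, without replicate 1 of miR-6133-5p. With libraries scaled by their totals, 27 of the 34 genes were called, and *CDH2*, *EDIL3*, *ITGAV*, *LTBP2*, *NNMT*, *OXTR* and *SFRP1* were not. With glmTreat, 17 were called. Exons of another gene on the same strand cover 33.2% of the exon bases of *ITGB3*, so part of its reads is uncertain.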

| Gene symbol | Gene name                                                   | Fold change (log2) | P-value |
|-------------|-------------------------------------------------------------|--------------------|---------|
| CDH6        | cadherin 6, type 2, K-cadherin (fetal kidney)               | -3.171             | 0.014   |
| ITGA5       | integrin, alpha 5 (fibronectin receptor, alpha polypeptide) | -3.106             | 0.037   |
| INHBA       | inhibin, beta A                                             | -2.333             | 0.006   |
| PRRX1       | paired related homeobox 1                                   | -2.231             | 0.001   |
| TIMP3       | TIMP metalloproteinase inhibitor 3                          | -2.156             | 0.002   |

|          |                                                                                               |        |       |
|----------|-----------------------------------------------------------------------------------------------|--------|-------|
| IGFBP3   | insulin-like growth factor binding protein 3                                                  | -1.945 | 0.002 |
| FZD8     | frizzled class receptor 8                                                                     | -1.753 | 0.002 |
| FBLN5    | fibulin 5                                                                                     | -1.670 | 0.000 |
| LRRC15   | leucine rich repeat containing 15                                                             | -1.510 | 0.043 |
| LAMC1    | laminin, gamma 1 (formerly LAMB2)                                                             | -1.385 | 0.029 |
| SGCD     | sarcoglycan, delta (35kDa dystrophin-associated glycoprotein)                                 | -1.367 | 0.039 |
| COL5A3   | collagen, type V, alpha 3                                                                     | -1.315 | 0.002 |
| CALU     | calumenin                                                                                     | -1.262 | 0.002 |
| CDH11    | cadherin 11, type 2, OB-cadherin (osteoblast)                                                 | -1.225 | 0.016 |
| ITGB3    | integrin, beta 3 (platelet glycoprotein IIIa, antigen CD61)                                   | -1.221 | 0.013 |
| LAMC2    | laminin, gamma 2                                                                              | -1.146 | 0.010 |
| LOX      | lysyl oxidase                                                                                 | -1.072 | 0.006 |
| MMP14    | matrix metalloproteinase 14 (membrane-inserted)                                               | -1.007 | 0.018 |
| SNAI2    | snail family zinc finger 2                                                                    | -0.991 | 0.029 |
| SLIT2    | slit homolog 2 (Drosophila)                                                                   | -0.960 | 0.017 |
| LOXL2    | lysyl oxidase-like 2                                                                          | -0.945 | 0.042 |
| SERPINE1 | serpin peptidase inhibitor, clade E (nexin, plasminogen activator inhibitor type 1), member 1 | -0.917 | 0.021 |
| VEGFA    | vascular endothelial growth factor A                                                          | -0.907 | 0.006 |
| COL1A2   | collagen, type I, alpha 2                                                                     | -0.906 | 0.003 |
| WIPF1    | WAS/WASL interacting protein family, member 1                                                 | -0.882 | 0.027 |
| TAGLN    | transgelin                                                                                    | -0.877 | 0.030 |
| NNMT     | nicotinamide N-methyltransferase                                                              | -0.763 | 0.043 |
| EDIL3    | EGF-like repeats and discoidin I-like domains 3                                               | -0.740 | 0.033 |
| ITGAV    | integrin, alpha V                                                                             | -0.716 | 0.011 |
| CDH2     | cadherin 2, type 1, N-cadherin (neuronal)                                                     | -0.709 | 0.001 |
| SFRP1    | secreted frizzled-related protein 1                                                           | -0.707 | 0.004 |
| OXTR     | oxytocin receptor                                                                             | -0.705 | 0.041 |

Genes whose expression was downregulated more than 0.7 log2 with statistical significance ( $P > 0.05$ ) were selected from the gene set 'Hallmark epithelial mesenchymal transition' (Molecular Signature Database version 7.1, <https://www.gsea-msigdb.org/gsea/msigdb>).

**Table 3.** The RNAseq Results.

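Table S3 gives the depth of each library, with the paper's total of 64391684 and 71971606 reads for miControl and 76629170 and 118633136 reads for miR-6133-5p. The authors' mapping summary counts read pairs, of which 31548220 and 35280642 entered the alignment for miControl and 37486532 and 57954488 for miR-6133-5p. Between 96.5% and 96.8% of these pairs mapped to a unique place. The counts on genes came to between 1.68 and 1.70 per uniquely mapped pair. The 10 most abundant genes took 8.88% and 8.52% of the counts in the miControl libraries and 6.42% and 6.70% in the miR-6133-5p libraries. A count of 3 corresponded to between 0.0303 and 0.0610 CPM, so levels below that were not measured.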

| Sample ID   | Treatment   | Total reads | Mapped reads |
|-------------|-------------|-------------|--------------|
| PR1012_17.a | miControl   | 64,391,684  | 97.9%        |
| PR1012_18.a | miControl   | 71,971,606  | 98.1%        |
| PR1012_19.a | miR-6133-5p | 76,629,170  | 98.2%        |
| PR1012_20.a | miR-6133-5p | 118,633,136 | 98.0%        |

**Table 4.** Sequence information of the siRNAs used in this study.

| Gene  | Target sequences     |
|-------|----------------------|
| SMAD2 | GAAUUGAGCCACAGAGUAA  |
|       | GGUUUACUCUCCAAUGUUA  |
|       | UCAUAAAAGCUUCACCAAUC |
|       | ACUAGAAUGUGCACCAUAA  |
| SMAD3 | CAACAGGAAUGCAGCAGUG  |
|       | GAGUUCGCCUUCAAUAUGA  |
|       | GGACGCAGGUUCUCCAAAC  |
|       | UUAGAGACAUCAAGUAUGG  |
| SMAD4 | GCAAUUGAAAGUUUGGUAA  |
|       | CCCACAACCUUUAGACUGA  |
|       | GAAUCCAUAUCACUACGAA  |
|       | GUACAGAGUUACUACUUAG  |
| AKT1  | CAUCACACCACCUGACCAA  |
|       | ACAAGGACGGGCACAUUAA  |

|          |                                             |
|----------|---------------------------------------------|
| TENM2    | GGACUCGAAGGUUCACGAA<br>CGUUCGACCUGAUCGCAAA  |
| GSK3A    | GGCUUACACGGACAUCAAA<br>ACACCAACCCGGGAACAAA  |
| BCL9L    | AGAAAU AUGAGGAACCCUU<br>GGAGUACUACGAAGAGAAA |
| TBC1D13  | UGCUC AUGCUGAUCCGGGA<br>CCUUUUUCUGCUUACCCAA |
| TBC1D16  | GGACAGAU CGGAACAACCA<br>GGAGUUUGCUGUACCAGUU |
| FOXJ2    | GGACUCAGCAGGAUACAAU<br>GGAAGAAUUCAAUACGGCA  |
| ENDOD1   | GGAUGAAGAACGAAUGGUA<br>CCGGGACAGUGACAUCAUA  |
| FAM222B  | CUAAGAAGGUCGCAAACAA<br>ACAACCCACUGACUAUAAA  |
| FUT4     | AGUAUUUAAUGAAACCCUA<br>GGUCCGCUACUACCACCAA  |
| WDFY2    | GGAACUGACAAGGUUAUUA<br>GCAUGUCUUUUAACCCGGA  |
| ARHGEF11 | GAGAUGAAACGGUCUCGAA<br>GCGAAACCCUAUCCUCAA   |
| TBC1D5   | GGGAAGAACUAUUUGUAAA<br>GAAUUAAGAGCAUGGUUAU  |
| LZTS1    | UCAAGAAGCUCAACCGGUA<br>CGGCAAGUCCAGCUCCAAA  |
| TBX3     | AAGUGAGACUAUUAGACAA<br>CCAUUUAAAGUGAGAUGUU  |

---

**(A) Differentially Expressed Genes**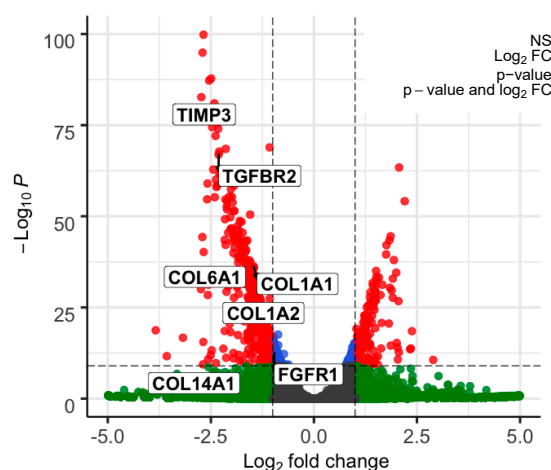**(B) Gene set enrichment analysis**

| Direction | Pathways                                 | Statistic (score) | nGenes | adj.Pval |
|-----------|------------------------------------------|-------------------|--------|----------|
| Down      | Blood vessel development                 | -5.695            | 498    | 3.60E-05 |
| Down      | Blood vessel morphogenesis               | -5.1444           | 430    | 0.00037  |
| Down      | Mesenchyme development                   | -4.8552           | 196    | 0.0013   |
| Down      | Tissue morphogenesis                     | -4.7191           | 493    | 0.0015   |
| Down      | Angiogenesis                             | -4.3769           | 361    | 0.0061   |
| Down      | Extracellular structure organization     | -4.269            | 273    | 0.0083   |
| Down      | Positive regulation of cell migration    | -4.2306           | 380    | 0.0083   |
| Down      | Mesenchyme morphogenesis                 | -4.2269           | 42     | 0.012    |
| Down      | Positive regulation of cell motility     | -4.1393           | 388    | 0.011    |
| Down      | <b>Extracellular matrix organization</b> | -4.1249           | 244    | 0.011    |
| Down      | Mesenchymal cell differentiation         | -4.1149           | 157    | 0.011    |

**(C) miRNA-mRNA interaction network**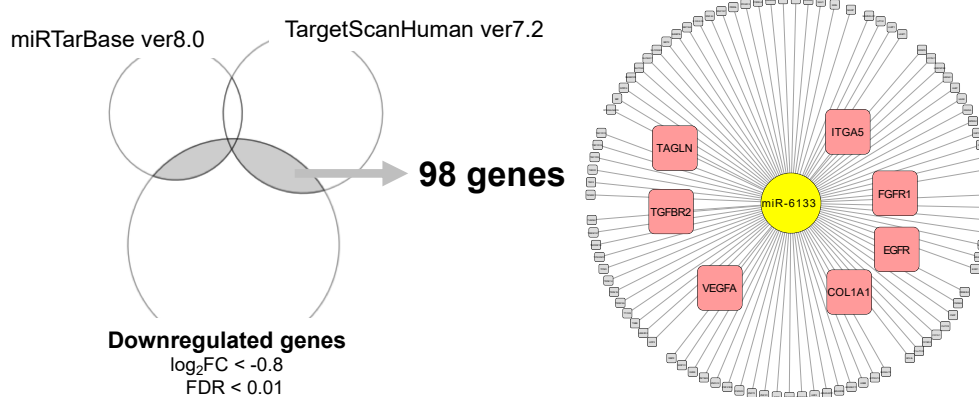

**Figure 1.** Characterization of genes controlled by miR-6133-5p. (A) Gene expression changes determined by RNAseq analysis were plotted according to fold change in  $\log_2$  ( $\log_2$  FC) and p-value in comparison with miR-6133-5p-treated and miControl-treated LX-2 cells. (B) A gene set enrichment analysis was performed using GSVA R package. The table showed the top downregulated enriched GO pathways. GSVA analysis indicated that the expressions of extracellular matrix-related genes were downregulated in miR-6133-5p-treated cells. (C) From the putative miR-6133-target genes predicted by TargetScanHuman version 7.2 and experimentally validated miR-6133-5p target genes listed in miRTarBase ver8.0 (<http://mirtarbase.cuhk.edu.cn/php/index.php>), we selected 98 genes downregulated in the miR-6133-5p-treated cells (fold change in  $\log_2$  ratio > 0.8, fold discovery rate < 0.01, left panel). The genes annotated as ‘extracellular matrix organization’ are highlighted in a miRNA-mRNA interaction network generated using Cytoscape software (version 3.6.2).

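*COL6A1*, on chromosome 21 from 47401684 to 47424964, fell from 205 ± 11.3 to 63.9 ± 6.75 CPM, a log2 fold change of -1.68 (standard error 0.113, adjusted p = 3.2e-07, edgeR quasi-likelihood test). *COL14A1*, on chromosome 8 from 121072019 to 121385812, had 0 and 2 counts in the miControl libraries and 0 and 0 in the miR-6133-5p libraries, so that a difference was not detectable at this depth.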

How the deposited data were processed for this re-analysis (not part of the article)

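RNA sequencing libraries of LX-2 cells were analysed, 2 from cells transfected with the miR-6133-5p mimic and 2 from cells transfected with miControl, all at 20 nM and all treated with 5 ng/mL of rhTGF-β1. The authors aligned paired reads of 150 bases per mate to GRCh37 with STAR through a commercial program and gave a table of whole-number counts for Ensembl genes, with no normalization, and the same counts for each library on its own. A mapping summary from the aligner gave the number of read pairs per library and, as deposited by the authors, the fraction of input pairs that mapped to a unique place, which the aligner had divided by the input pairs. The paper's text gives no annotation release, strand setting for the counting or filter on low counts. FPKM values were not used here, and neither were the GO and KEGG gene sets, the target predictions or the list of 98 genes. RT-qPCR, Western blot, siRNA and inhibitor experiments were not analysed here.

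Library totals ran from 51862006 to 93811213 counts, and a count of 3 corresponded to at most 0.0610 CPM with totals scaled by TMM. Counts carry amplification and biological variation besides counting error, so no interval was computed from counts alone. Genes were filtered with filterByExpr, normalized with TMM and fitted with glmQLFit in edgeR 4.0.16 under R 4.3.3, without a block for replicate number, as the paper names none. The quasi-likelihood F test compared miR-6133-5p with miControl, with Benjamini–Hochberg adjustment over 18252 genes. Calls used the adjusted p-value of 0.01 and the log2 fold change of 0.8 stated in the paper's methods. For Figure 2A, whose legend gives a p-value threshold of 0.05 without naming a test or an adjustment, unadjusted p-values and a fall of 50% were used. The paper's statistics section names Student's test for the paper as a whole and the RNAseq methods name edgeR, so edgeR was used. For Tables S1 and S2 the stated 0.7 on the log2 scale was also applied. Standard errors of log2 fold changes were derived from the F statistic. CPM values were computed with TMM-scaled totals and no pseudocount, and log2 CPM for set tests with a prior count of 2. The equal-variance test on linear CPM used library totals without TMM factors instead. Gene positions, exon overlaps and 3′-UTRs came from a GENCODE annotation lifted to GRCh37, which need not be the annotation used for counting.

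Extracellular matrix genes were chosen by symbol patterns for 10 families, and 5 further lists (interferon response, SMAD feedback, ERK output, YAP/TEAD targets and proliferation) and 13 kinase, SMAD and TGF-β genes were written down by hand. Lists were tested with camera at a preset correlation of 0.01 and at an estimated correlation, and with fry, in limma 3.58.1. Camera compares a list with the other genes, whereas fry asks only whether the listed genes changed, so fry cannot stand in for camera. The p-values of the 5 lists were adjusted together by Benjamini–Hochberg. Genes named in the text are those the paper names from its RNAseq data, with *COL1A1* and *ACTA2*, and the 5 with the largest fall and the 5 with the largest rise among called genes with a symbol, a mean log2 CPM of at least 3 and no overlap between the groups. Members of the 5 lists written by hand are named where they go against their list. Results for some single genes are not reported. Every 7-base sequence was compared between the 3′-UTRs of the 36 predicted targets and those of the other genes, with the canonical transcript of each gene, and the sequences in at least 100 other genes were ranked by the difference in mean log2 fold change.

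The main choices and the alternatives listed next were set before the data were examined, whereas the tests on linear CPM and some tests of explanations in the closing section were added afterwards. The alternatives were RLE normalization, library totals alone, DESeq2 1.42.0, no filter on low counts, at least 10 counts in every library, a block for replicate number, counts thinned to the smallest library, each library left out in turn, glmTreat, an adjusted p-value of 0.05 and fry. The procedure was tested on simulated data with 200 changed genes among 18252. The edgeR fit found 194 of them, 97.0%, with 0 false calls, and DESeq2 found 191, 95.5%, with 0 false calls. The real libraries had 5511 genes with an adjusted p-value below 0.05 (edgeR), many more than were simulated as changed. These rates therefore do not carry over to the real libraries. The sizes of the simulated changes are not stated here, so the rates do not show how genes near the fold change threshold fare. Groups of 2 libraries allow no exact test below p = 0.333, no test of single outlying libraries and no regrouping test, and none was made. Sequences and lists were handled in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.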

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

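One test in this part, that of the scaling of genes called higher, was chosen only after the result was seen. The paper reports on genes that fell and does not discuss genes that rose. In the miR-6133-5p libraries, 529 genes were called higher (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p-value below 0.01, log2 fold change above 0.8). A difference in scaling, depth, GC content or transcript length between the groups could raise many genes at once. Rises and falls are relative to the other genes. The number called higher was 529 with TMM, 510 with RLE and 977 with library totals alone, and it would move with the scaling whether or not these genes rise per cell. Scaling and a rise per cell cannot be told apart for these genes, because the amount of RNA per cell was not analysed here. With all libraries thinned to the smallest, 95.8% (507) were still called. After the trend over GC content and transcript length was subtracted, 93.8% (488 of the 520 genes with both values) kept a log2 fold change above 0.8. Thinning keeps the expected fold change of each gene, so the 95.8% shows only that most calls did not need the greater depth. The 93.8% argues against GC content and length as the whole cause. When each library was left out in turn, between 461 and 482 of the 529 genes stayed above 0.8. An indirect effect of the mimic, or of its sequence against the single control sequence, was not tested and stays open.

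A list of 20 interferon response genes, not discussed in the paper, was higher as a set. Of the 17 that could be tested, 17 were higher in the miR-6133-5p libraries, with a median log2 fold change of 0.77. In that list, 4 genes (*IFIT1*, *IFIT3*, *IFIH1* and *IRF7*) were called higher. At an adjusted p-value below 0.05 (edgeR), 9 passed among all genes and 10 when adjusted over the list alone. *CXCL10*, *CCL5* and *IFNB1* had too few counts to be tested. The adjusted p-value was 1.55e-05 with camera at a preset correlation of 0.01 and 0.0176 with fry, but 0.28 with camera at an estimated correlation (limma). Over the scaling, filter, block and thinning alternatives, the adjusted camera p-value ran from 1.23e-05 to 7.31e-05. With counts thinned to the smallest library the median was 0.75. Thinning keeps the expected fold change of each gene, so this value cannot decide whether greater depth of the miR-6133-5p libraries plays a part. A scaling difference is argued against by a median that lay 0.74 above that of all tested genes with library totals alone. Neither the expression level nor GC content and length accounts for it, since 0% of 10000 random lists matched on mean log2 CPM, and 0% of 10000 matched on GC content and length, had a median as high (the highest were 0.55 and 0.51). One library alone does not account for the direction of the median, as the lowest median with each library left out in turn was 0.55, without replicate 2 of miR-6133-5p. Its size and the count of 17 higher genes do depend on single libraries. *OAS2* reached -0.37 with a library left out, and in replicate 1 of miR-6133-5p it lay below both miControl libraries. Every other tested gene of the list stayed higher in these fits, the lowest value being 0.047 for *OAS3*. Exons of another gene on the same strand cover 23.1% of the exon bases of *IFI6* and 12.1% of those of *IFIT2*. A candidate explanation left open is a biological one, that the cells responded to transfected RNA of this sequence. Both groups received a mimic at the same dose, so transfection itself was common to them, and a response that depends on sequence was not tested against a further control sequence.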

How the results depend on the processing

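Most counts of genes stayed within 1.5 times the value reported, but the balance of lower and higher calls reversed with library totals. The 1011 genes called lower were between 709 and 1194 under the alternatives other than glmTreat, which left 326. The 529 genes called higher were 977 with library totals alone and 80 with glmTreat, and between 486 and 741 under the others. The share of called genes that were lower was 65.6% with TMM, 42.1% with library totals and between 61.4% and 67.9% with RLE, DESeq2, the filter alternatives, the block and thinned counts. The 964 genes lower by more than 50% were 586 with glmTreat and between 674 and 1081 under the other alternatives set beforehand. A two-group equal-variance test on linear CPM was chosen after seeing the data and used library totals without TMM factors. It gave 563 among tested genes and 424 among genes with a mean of at least 1 CPM. The 634 genes higher by more than 2-fold were 994 with library totals and 271 with glmTreat. glmTreat gives fewer genes by construction, because it tests against the fold change instead of 0. With library totals the same shift applies to every gene, so fewer falls and more rises pass.

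The 36 predicted targets were called in 32 cases with glmTreat and in 36 under every other fit with a test. The 34 genes of Tables S1 and S2 were called in 17 cases with glmTreat, in 27 with library totals and in 34 under the others. Among the 8 tested genes of Figure 4C, 7 were called with library totals and 6 with glmTreat. Of the 87 tested genes named outside the kinase and SMAD genes, 9 were no longer past 0.8 with library totals alone, and none changed its call or direction with RLE, DESeq2, the filter alternatives, the block or thinned counts. With each library left out in turn, 48 values of these genes moved by more than their standard error, 300 did not, and none reversed. A block for replicate number gave 1130 genes lower and 642 higher. The deviations of libraries with the same number had a correlation of 0.0490 across genes, so the numbers do not establish a pairing.

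The list medians for interferon response, YAP/TEAD targets, proliferation and the extracellular matrix families kept their sign throughout. The interferon median ran from 0.55 (without replicate 2 of miR-6133-5p) to 0.78 with each library left out in turn, and was 0.60 without replicate 2 of miControl. SMAD feedback, with an adjusted camera p-value of 0.0627, had 0.0306 without a filter on low counts (median -0.31) and 0.0176 with fry (median -0.31), and between 0.0636 and 0.104 under the others. The ERK output median of -0.13 reversed to 0.0323 with library totals, as these raise the median of all tested genes. Its adjusted p-value was 0.00384 with fry (median -0.13) and between 0.0597 and 0.161 with camera under the alternatives, and with each library left out in turn the median ran from -0.21 (without replicate 1 of miR-6133-5p) to -0.13.

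Small differences of some kinase and SMAD genes changed sign. With library totals, *SMAD4* was 0.12, *MAPK3* 0.13 and *TGFBR1* 0.0012, against -0.05, -0.03 and -0.16 with TMM. With each library left out in turn, *SMAD2* ran from -0.0487 to 0.0795 and was below 0 without replicate 1 of miControl or of miR-6133-5p. *SMAD4* ran from -0.15 to 0.0464, above 0 without replicate 2 of miR-6133-5p. *MAPK3* ran from -0.15, without replicate 2 of miControl, to 0.0580, without replicate 1 of miControl. *TGFB1* ran from -0.0661 to 0.24 and was below 0 without replicate 2 of miControl or replicate 1 of miR-6133-5p. The genes that changed sign had standard errors of 0.103 or more, so the fits do not settle their direction. *AKT2* stayed above 0, from 0.0622 without replicate 2 of miControl to 0.26. The tests on FPKM (limma with either pseudocount and the two-group test) were not run, as FPKM values were not used here. DESeq2 and the fits that left out a library gave list medians without a set test. With 3 counts or fewer in each library, as for *PIK3R2* in the miR-6133-5p group, no level or fold change can be given.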

Differences from the paper's values

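The paper's number of genes lower by more than 50% is 373, and the number found here was 964. None of the alternatives set before the data were examined came within 1.5 times of the paper's value. They gave 989 with RLE, 674 with library totals alone, 891 with DESeq2, 1081 without a filter on low counts, 857 with at least 10 counts in every library, 1002 with the replicate block, 978 with thinned counts, 586 with glmTreat and 832 with an adjusted p-value below 0.05. A two-group equal-variance test on linear CPM, chosen after seeing the values, gave 563 among tested genes, which still differs. It gave 424 among genes with a mean of at least 1 CPM, which is within 1.5 times of 373. This test used library totals without TMM factors. That scaling alone gave 674, so test and scaling changed together and the part due to the test is not known.

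Log2 fold changes of 27 of the 34 genes of Supplementary Tables S1 and S2 differed from the paper's by more than their standard error. Both values come from the same libraries, so the standard error serves only as a yardstick and does not measure the spread between processings. Which genes differ therefore depends partly on the size of their standard error. The values of 25 of these 27 genes are given, with the value found here first and the paper's value second. For Table S1 they were *CTGF* -2.31 against -2.154, *LAMC1* -1.54 against -1.385, *SGCD* -1.53 against -1.367, *COL1A2* -1.11 against -0.906 and *LTBP2* -0.90 against -0.760. For the larger falls of Table S2 they were *CDH6* -3.29 against -3.171, *TIMP3* -2.32 against -2.156, *IGFBP3* -2.11 against -1.945, *FZD8* -1.92 against -1.753, *LRRC15* -1.68 against -1.510, *CALU* -1.45 against -1.262 and *CDH11* -1.37 against -1.225. For the next they were *ITGB3* -1.53 against -1.221, *LOX* -1.23 against -1.072, *MMP14* -1.17 against -1.007, *SNAI2* -1.16 against -0.991, *SLIT2* -1.13 against -0.960 and *WIPF1* -1.06 against -0.882. For the smallest they were *TAGLN* -1.07 against -0.877, *NNMT* -0.93 against -0.763, *EDIL3* -0.91 against -0.740, *ITGAV* -0.87 against -0.716, *CDH2* -0.88 against -0.709, *SFRP1* -0.87 against -0.707 and *OXTR* -0.85 against -0.705. With library totals alone, none of these 27 genes differed from the paper's value, although *INHBA* and *ITGA5* then did. With RLE and with at least 10 counts in every library, all 27 still differed. *SGCD* no longer differed with DESeq2 or with thinned counts, and *SGCD* and *CDH6* no longer differed with the replicate block or without a filter on low counts. Without replicate 1 of miControl, all 25 still differed. Without replicate 2 of miControl, *FZD8* and *SGCD* no longer differed. Without replicate 1 of miR-6133-5p, *CDH6*, *ITGAV*, *ITGB3*, *LAMC1*, *LTBP2*, *MMP14*, *SGCD* and *SLIT2* no longer differed. Without replicate 2 of miR-6133-5p, *CTGF*, *FZD8*, *IGFBP3*, *LOX*, *NNMT*, *OXTR* and *SNAI2* no longer differed. The others of the 25 still differed in each of these fits. Some genes differed only in an alternative, namely *LOXL2*, *PRRX1* and *VEGFA* with RLE and without replicate 2 of miControl, *FBLN5* with thinned counts, *PRRX1* without replicate 1 of miControl, and *LOXL2* and *PRRX1* without replicate 2 of miR-6133-5p.

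For *PIK3R2*, the paper's Fig. 4C shows about 15 FPKM with miControl and about 3.3 FPKM with miR-6133-5p, read by eye. The counts gave 0.0121 and 0.0078 RPKM, with exon lengths from the annotation used here. As 3 counts in the smallest library correspond to 0.0112 RPKM, these values lie near or below the limit and are not levels. The paper states that *PIK3R2* is decreased, whereas its counts of 2 and 5 with miControl and 3 and 3 with miR-6133-5p allowed no test. No alternative was run for these values. The volcano plot of Supplementary Figure S1A labels *COL14A1* among the lower genes, and its counts here were 0 and 2 with miControl and 0 and 0 with miR-6133-5p, too few for a test.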

Other observations

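One test in this part, that of the scaling behind Supplementary Tables S1 and S2, was chosen only after the result was seen. The 7-base sequence CTCCCTC was found in the 3′-UTR of 27 of the 36 predicted targets, 75.0%, and of 2838 of 13343 other tested genes, 21.3%. As these targets were predicted from their 3′-UTRs and the sequence was picked for its share among them, this enrichment follows from the choice and is no evidence on its own. The sequence of the mature miRNA was not used here. Among the other genes, those with the sequence had a median log2 fold change of -0.15 and the 10505 without it one of 0.08, a difference of -0.23, so the selection of the 36 genes does not account for the pattern. Of the genes with 1 site (1953), the median was -0.09, and of those with 2 or more (885) it was -0.29. With 3′-UTR length, GC content and mean expression in a linear model, the coefficient of the sequence was -0.22 (standard error 0.0135 across genes, which are not independent). The mean difference of CTCCCTC was -0.27, and 0% of the 20 sequences made of the same bases had a mean difference as low (lowest -0.20). Base composition therefore does not account for all of the difference, while a part is not excluded. Ranked by mean difference, CTCCCTC was at rank 2 of 15950, after CTAGACG, which is in 154 other genes and in 1 of the 36. Of the genes called lower with a 3′-UTR, 402 of 877 (45.8%) had the sequence, and of those called higher, 76 of 477 (15.9%). A hypothesis from these values is that part of the falls may follow direct pairing of miR-6133-5p with such sites. *TGFBR2* has 1 site, on chromosome 3 from 30733835 to 30733841, in TTTAGAAACTCTCCCTCAACCTAGTTT at position 744 of a 3′-UTR of 2543 bases. *FGFR1* has 1 site and *COL1A1* and *COL6A1* have 3 each. *ACTA2* and *ITGA5* have 0 in the 3′-UTR of the canonical transcript, so their falls are not explained by this sequence there. *ITGA5* is nevertheless among the 36 predicted targets. Pairing with another sequence or in another transcript of these genes was not tested and stays open.

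The few counts of *PIK3R2* fit a counting that leaves out reads in exons shared by genes on the same strand. Of 339 protein-coding genes with at least 90% of their exon bases shared in this way, 306 (90.3%) had at most 10 reads over the 4 libraries, against 23.2% of 19149 others. Of 75 genes with between 70% and 80% shared, 52.0% had as few, and *PIK3R2* has 76.4% shared. The overlapping gene, ENSG00000268173, had 2 and 1 counts with miControl and 0 and 0 with miR-6133-5p, and 96.1% of its exon bases are shared. The level of *PIK3R2* may therefore be hidden by the counting and cannot be read from these counts. No biological explanation was tested.

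The counts per library exceeded the uniquely mapped pairs, and each mate of a pair may have been counted on its own. Among values of 2 to 21 counts, 26239 were even and 11985 odd, 68.7% even, where counting by pair gives no excess of even values. The counts behind a level are then fewer independent molecules than their number, which the dispersion estimated between replicates takes up. No biological explanation was tested for this pattern.

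The fold changes of Supplementary Tables S1 and S2 were smaller than those found with TMM by a median of 0.16 on the log2 scale. With library totals alone the median difference was 0.00375, within the median standard error of 0.109. The values would follow from a scaling of those tables without TMM factors, whereas the paper's methods name TMM normalization of the read counts.

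The other lists were compared in the same way, as values for pathways that the paper studied at the protein level or did not study. The 22 YAP/TEAD targets, of which 21 could be tested, had a median log2 fold change of -0.51, with 17 lower and 4 higher (*ANKRD1*, *ARHGEF17*, *LATS2* and *NT5E*), 8 called lower and *ANKRD1*, at 1.06, called higher. The adjusted p-value was 0.000177 with camera, 0.000286 with fry and 0.245 at an estimated correlation (limma). *CTGF* and *IGFBP3* of this list are also in the paper's tables. The 20 proliferation genes had a median of 0.24, with 17 higher and 3 lower (*MCM4*, *MCM5* and *PLK1*), and *RRM2*, *TOP2A* and *TYMS* called higher. Exons of a gene on the opposite strand cover 47.9% of the exon bases of *TYMS*. Their adjusted p-value was 0.00247 with camera, 0.0112 with fry and 0.28 at an estimated correlation. The 12 SMAD feedback genes had a median of -0.31, with 8 lower and 4 higher (*BHLHE40*, *LDLRAD4*, *SMURF1* and *TGIF1*). Those called lower numbered 2. The adjusted p-value was 0.0627 with camera and 0.343 at an estimated correlation. The 10 ERK output genes had a median of -0.13, with *SPRY2* and *SPRY4* called lower and *DUSP4* and *EPHA2* higher without being called. The adjusted p-value was 0.0955 with camera and 0.28 at an estimated correlation.

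Of the 13 kinase, SMAD and TGF-β genes, 0 were called at the paper's thresholds. Among those with an adjusted p-value below 0.05 (edgeR), *MAPK9* was lower at -0.53 (0.00137) and *AKT1* at -0.35 (0.0192), and *SMAD3* was higher at 0.41 (0.00767). In each of these 3 genes both libraries of one group lay above both of the other. Protein phosphorylation was not analysed here.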
